# Loss of ING4 enhances hematopoietic regeneration in multipotent progenitor cells

**DOI:** 10.1371/journal.pone.0316256

**Published:** 2025-02-14

**Authors:** Georgina A. Anderson, Marco Hernandez, Carlos Alfaro Quinde, Zanshé Thompson, Vera Binder-Blaser, Alison M. Taylor, Katie L. Kathrein

## Abstract

Despite its critical role in survival, many aspects of hematopoiesis remain unresolved. In the classical model of the hematopoietic program, quiescent hematopoietic stem cells (HSCs) sit at the top of the hematopoietic hierarchy, with the ability to self-renew and differentiate as needed. HSCs give rise to more proliferative progenitor cells, which possess multipotent potential, but have largely or completely lost self-renewal capabilities. Here, we have identified the tumor suppressor, Inhibitor of Growth 4 (ING4), as a critical regulator of multipotent progenitor (MPP) homeostasis. In the absence of ING4, we show that MPPs express a transcriptional program of hematopoietic activation, yet they remain quiescent with low levels of reactive oxygen species. Functionally, ING4-deficient MPPs are capable of robust regeneration following competitive bone marrow transplantation, resulting in substantially higher blood chimerism compared to wild-type MPPs. These data suggest ING4 deficiency promotes a poised state in MPPs, quiescent but transcriptionally primed for activation, and capable of converting the poised state into robust repopulation upon stress. Our model provides key tools for further identification and characterization of pathways that control quiescence and regeneration in MPPs.

## Background

The diverse cells of the immune system are produced through the process of hematopoiesis [1]. Stem cells capable of long-term donor engraftment are often described as long-term hematopoietic stem cells (LT-HSCs) [2,3]. LT-HSCs transition to short-term hematopoietic stem cells (ST-HSCs), which mature to multipotent progenitor cells (MPPs) [4,5]. The term “multipotent progenitor” is a general descriptor of the subset of heterogeneous HSPCs from the bone marrow (BM) that typically have lost self-renewal capability, do not contribute to serial transplantation, and are metabolically active [6–9].

Several recent studies have uncovered a significant contribution of MPPs to hematopoiesis. These studies reveal that MPPs can supply long-term hematopoietic program and function during hematopoietic recovery with minimal contribution of HSCs [7,10–15]. This body of work highlights the importance of the MPP population, but the field remains in the early stages of understanding the potential significance of these cells to hematopoiesis, particularly with regards to the mechanistic understanding of their contribution.

ING4 is a tumor suppressor protein, generally localized to the nucleus, that is associated with a high frequency of acquired, inactivating mutations and poor prognoses in diverse human cancers [16–19]. ING4 has many regulatory roles, both as a chromatin remodeling protein within the Hbo1 complex and as a direct regulator of several major signaling pathways: NF-κB, c-Myc, p53, and HIF-1α [20–25]. ING4 is highly expressed in murine hematopoietic stem and progenitor cells (HSPCs), suggesting it may have a specific role in HSPC function [26,27]. Interestingly, expression levels of ING4 in hematopoietic cells remain stable, even under stress conditions [28–31]. We have recently identified that ING4-deficient HSCs are markedly different from wild-type HSCs, and maintain a quiescent, yet poised state [32]. Here, we extend this line of inquiry by characterizing multipotent progenitor cells from the ING4^−/−^ mouse model. In the ING4^−/−^ bone marrow, MPPs are less abundant than wild-type (WT) MPPs and express an activation profile. Nevertheless, ING4^−/−^ MPPs are more quiescent than WT MPPs and do not convert the activation profile into functional activation at steady-state. Upon stress, however, ING4^−/−^ MPPs show significantly increased engraftment in sorted competitive BM transplantation compared to WT MPPs.

## Methods

### ING4^−/−^ mouse model

ING4^−/−^ mice (CD45.2) were provided by Stephen N. Jones (University of Massachusetts Medical School) and colony was maintained on site. WT C57BL/6 (CD45.2) and SJL-Ptprc^a^ Pepc^b^/BoyJ (CD45.1) mice 8–12 weeks of age served as controls. CD45.1 mice were purchased from The Jackson Laboratory. All mice were maintained at an AALAC-accredited animal facility at the University of South Carolina (USC) according to the USC Institutional Animal Care and Use Committee (IACUC) animal guidelines, and all animal experiments were performed with consent from the USC IACUC (D16-00028). This work was approved under protocol 2670-101820-071423 on 07/14/2023.

### Bone marrow collection and MPP isolation

Mice were humanely euthanized, and the long bones (femur, tibia, humerus, radius) were removed. Long bones from individual mice were crushed then filtered through a 40 μm nylon cell strainer. Cells were incubated with 1x RBC Lysis Solution (Miltenyi Biotec) to lyse red blood cells. Cells were lineage depleted via a Lineage Cell Depletion Kit (Miltenyi Biotec) using LS columns and an LS magnetic separator.

### Collection of peripheral blood

Under anesthesia, peripheral blood was collected from retroorbital venous sinus into heparinized (0.05 IU/mL; Alfa Aesar) micro-hematocrit capillary tubes (Kimble). Cells were incubated with 1x RBC Lysis Solution (Miltenyi Biotec) to lyse red blood cells.

### Antibody staining

Cells were incubated for in the dark for 30 minutes at 4°C with antibodies for MPP profiling (Lineage: B220, CD3e, CD11b, Gr-1, Ter119; Sca-1, c-Kit, CD48, CD34, CD150). Cells were then rinsed twice with phosphate-buffered saline (PBS)-bovine serum albumin (BSA). Antibodies against CD45.2 and CD45.1 were used to assess engraftment following transplantation assays. See Table 1 for complete list of antibodies and concentrations.

**Table 1:** Antibodies, clones and concentrations.

Antibodies	Clone	Color	Concentration
B220	RA3-6B2	BV510	1:200
		eFluor 450	1:100
		FITC	1:100
		PE	1:200
CD3e	145-2C11	APC-eFluor 780	1:100
		BV510	1:50
		PE	1:100
CD11b (Mac-1)	M1/70	BV510	1:200
		PE	1:100
CD16/32	93	eFluor 450	1:100
CD34	RAM34	APC	1:100
		FITC	1:30
CD45.1	A20	PE	1:100
CD45.2	104	APC	1:100
		FITC	1:100
CD48	HM48-1	BV510	1:100
		PE	1:200
CD127 (IL-7Ra)	A7R34	PE-Cyanine 7	1:200
CD150	TC15-12F12.2	APC-Cyanine 7	1:100
c-Kit (CD117)	ACK2	Alexa Fluor 700	1:200
		APC-eFluor 780	1:100
		PE-Cyanine7	1:100
		PerCP-Cyanine 5.5	1:500
Gr-1 (Ly6G/C)	RB6-8C5	BV510	1:50
		PE	1:200
		PE-Cyanine 7	1:400
Ki-67	SolA15	PerCP-Cyanine 5.5	1:2,000
Sca-1 (Ly-6A/E)	D7	APC	1:200
		BV510	1:200
Ter119	TER-119	APC-eFluor 780	1:200
		BV510	1:200
		PE	1:100

### Reactive oxygen species assay

Lineage-depleted BM cells were stained for MPP profiling, then incubated with 7.5 μM H_2_DCFDA (Invitrogen) in PBS for 30 minutes at 37°C. Cells were rinsed with PBS and analyzed by flow cytometry.

### Cell fixing and permeabilization

Lineage-depleted, stained BM cells were fixed and permeabilized with Cytofix/Cytoperm kit (Invitrogen) according to manufacturer’s instructions.

### Cell cycle characterization

Fixed and permeabilized cells were incubated in the dark overnight at 4°C with Ki-67 antibody (Invitrogen), then rinsed with PBS. Prior to analysis via flow cytometry, cells were incubated for 15 minutes at room temperature with DAPI (0.2 μL/mL, Invitrogen) and rinsed with PBS.

### Senescence assay

Lineage-depleted, stained BM cells were fixed and permeabilized with Cytofix/Cytoperm kit (Invitrogen) according to manufacturer’s instructions. Fixed and permeabilized cells were incubated with CellEvent Senescence Probe (Thermo) for 2 hours at 37ºC. Cells were rinsed with PBS. Cells were analyzed by flow cytometry.

### RNA-seq analysis

Bone marrow from 8 to 10 mice was harvested and pooled, and lineage depleted. LT-, ST-HSCs, and MPPs were sorted separately into Buffer RLT Plus (Qiagen) for both WT or Ing4^−/−^ mice. Total RNA was isolated with the RNeasy Micro column (QIAGEN). Library construction, sequencing by Illumina HiSeq, and initial bioinformatics analyses were conducted by GENEWIZ. Counts obtained were used to perform Gene Set Enrichment Analysis. Ing4^−/−^ LT-HSCs, ST-HSC, and MPPs were compared together against WT LT-HSCs, ST-HSCs, and MPPs.

### Sorted bone marrow transplant

To compare the reconstitution and maintenance capacity of ING4-deficient MPPs, sorted MPPs from CD45.2 ING4^−/−^ and WT mice were transplanted in a competitive setting. Either 100 ING4^−/−^ or 100 WT MPPs were combined with 200,000 CD45.1 unfractionated BM cells and, under anesthesia, transplanted via retroorbital injection into 8- to 12-week-old recipient mice (B6. SJL-CD45.1) that had been lethally irradiated (9.5 Gy, administered as two doses at least three hours apart). Peripheral blood and BM of recipient mice were analyzed at 12 weeks post-transplant.

### OP-puromycin staining

Lineage-depleted BM cells were stained for MPP profiling, then incubated with preheated DMEM solution containing 25 uM OP-Puromycin (Invitrogen) for 60 minutes as described previously [33]. Cells were rinsed with PBS and the Click-iT^TM^ azide-alkyne cycloaddition reaction was conducted per manufacturers protocol, then cells were analyzed by flow cytometry.

### Flow cytometry, cell sorting and analysis

Cells were analyzed on LSR II (BD), FACSAria II (BD), or FACSymphony (BD). For sorted cell assays, FACSAria II (BD) was used. FACS Diva was used in conjunction with flow cytometers for acquisition and FlowJo (version 10) was used for analysis of MPP populations.

### 5-fluorouracil treatment

Under anesthesia, 8- to 12-week-old ING4^−/−^ and WT mice received one retroorbital venous sinus injection of 5-fluorouracil (5-FU, 150 mg/kg, Sigma) or PBS. BM was harvested 15 days following 5-FU treatment, lineage depleted, stained with fluorescent antibodies, and analyzed via flow cytometry.

### Statistical analysis

Mean values ± SD are shown. Student’s t test with Welch’s correction or Mann-Whitney analysis were used for single comparisons (GraphPad Prism v.10.1.1). *= *p* < 0.05, **= *p* < 0.01, ***= *p* < 0.005, ****= *p* < 0.001. Two-way ANOVA was used for multiple comparisons for *in vivo* inhibitor assays (GraphPad Prism v.10.1.1).

## Results

### MPP differentiation is impaired in the absence of ING4

To profile multipotent progenitor cells in the absence of ING4, we used a previously described ING4-deficient mouse model [21]. Multipotent progenitors are defined here as the Lin^−^ Sca1^+^ cKit^+^ CD48^−^ CD34^+^ CD150^−^ fraction of the whole bone marrow (Gating strategy in Fig 1A). Cell surface profiling of steady-state BM showed a significant decrease in MPPs as a percentage of LSKs observed in BM from ING4^−/−^ mice (Fig 1A and B). This may potentially result from a differentiation block at the ST-HSC stage [32]. No difference in cell size is observed between WT and ING4^−/−^ MPPs when comparing mean fluorescent indices (MFIs) of FCS profiles (Fig 1C).

**Fig 1:**
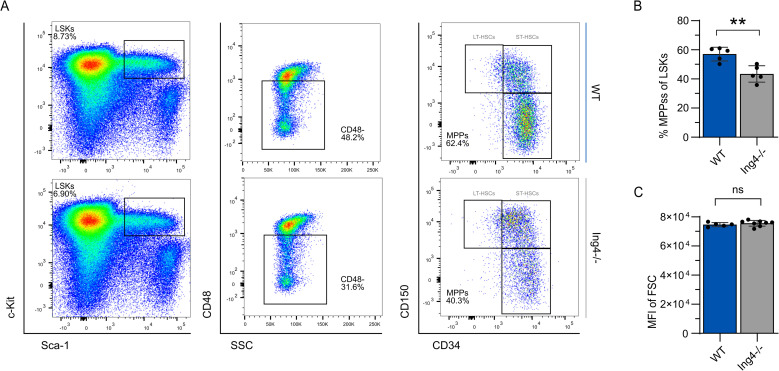
Steady-state MPP populations from BM of WT and ING4^−/−^ mice. (A) Representative gating strategy of flow cytometric analysis for MPPs. (B) MPPs from WBM isolated from individual WT and ING4^−/−^ steady state mice as a percentage of LSK cells. (*n* = 10; **=*p* < 0.01). (C) Flow cytometric analysis of cell size by FSC of MPPs isolated from individual WT and ING4^−/−^ mice. (*n* = 5–8; *=*p* < 0.05). Statistical significance was assessed using Student’s t-test with Welch’s correction.

### ING4-deficient MPPs show characteristics of quiescence

Quiescence is a state in which the cell has the ability to divide, but largely remains in a resting state under steady-state conditions [34]. Cells can enter the quiescent, dormant G_0_ phase from G_1_, thereby minimizing susceptibility to mutations in the DNA acquired through cell division and maintain long-term preservation of hematopoiesis [35,36]. MPPs are typically more metabolically active, and spend more time in G_1_ than HSCs [7].

To examine cell cycle status in the absence of ING4, 4’-6-diamidino-2-phenylindole (DAPI) was used to visualize DNA content and Ki-67 showed proliferative status. When compared to WT, cell cycle status of ING4^−/−^ MPPs showed an increased proportion of cells in G_0_ (Fig 2A and B).

**Fig 2:**
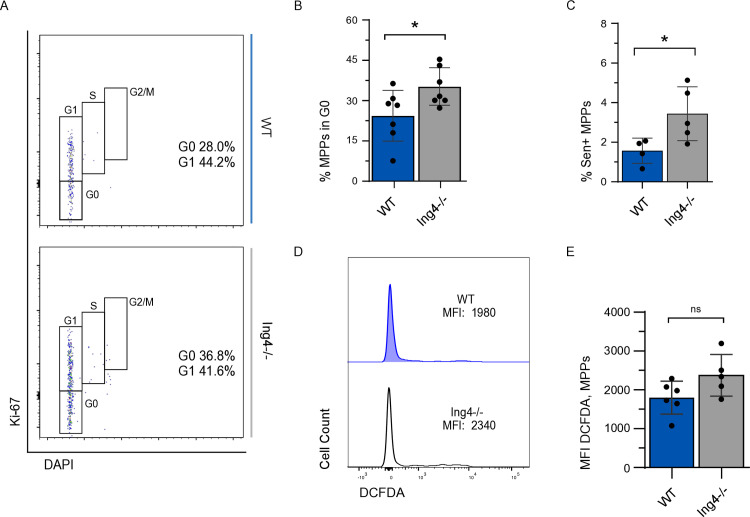
ING4-deficient MPPs have increased quiescence and low ROS levels. (A) Representative flow cytometric analysis of MPPs using Ki-67 and DAPI for cell cycle profile. (B) MPPs in G_0_ isolated from BM of individual WT and ING4^−/−^ steady-state mice as a percentage of the MPP population. (*n* = 4–7; *= *p* < 0.05). (C) Senescence-positive MPPs isolated individual WT and ING4^−/−^ steady-state mice as a percentage of all MPPs. (*n* = 4–5; *= *p* < 0.05). (D) Representative flow cytometric analysis of staining with DCFDA for ROS in MPPs from BM of WT and ING4^−/−^ mice. (E) MFI of DCFDA in MPPs isolated from WT and ING4^−/−^ steady-state mice. (*n* = 5–6; ns = *p* > 0.05). Statistical significance was assessed using Student’s t-test with Welch’s correction.

Senescence is defined as irreversible, stable cell cycle arrest and happens in response to intrinsic or extrinsic stressors. Because Ki-67 only differentiates between cycling versus non-cycling cells, it cannot discriminate between quiescent and senescent cells, as cells in neither state will incorporate Ki-67. Analysis of senescence-associated β-galactosidase (SA-β-gal) staining of WT and ING4^−/−^ MPPs revealed a small but significant increase in percentage of senescence-positive MPPs (1.6% and 3.4%, respectively) (Fig 2C). The relatively small proportions of senescent-positive cells found here likely do not account for the difference in proportions of MPPs observed to be in the G_0_ phase of the cell cycle, suggesting that MPPs from ING4^−/−^ mice are more quiescent than WT.

As low intracellular reactive oxygen species (ROS) content is associated with quiescence [37,38], MPPs were assayed to determine if ROS levels differed between WT and ING4^−/−^ MPPs. Lineage-depleted BM cells were treated with 2’7’-deichlorofluorescein diacetate (H_2_DCFDA) to examine ROS levels in WT and ING4^−/−^ MPPs. ROS levels, as indicated by MFI, showed no significant difference between WT and ING4^−/−^ MPPs (D and E).

To investigate if loss of ING4 impacts apoptosis in MPPs and may account for the reduction in MPPs observed in the absence of ING4, we determined the frequency of annexin V^+^ MPPs undergoing apoptosis in WT and ING4-deficient populations. The percentage of MPPs undergoing apoptosis was similar between WT and ING4^−/−^ mice (S1 Fig).

### ING4^−/−^ MPPs simultaneously express genes associated with activation and quiescence

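RNA from 6 samples of sorted bone marrow cells was sequenced in bulk, LT-HSCs, ST-HSCs and MPPs sorted from pooled marrow of WT mice and the same populations from pooled marrow of ING4-/- mice. LT-HSCs and ST-HSCs are hematopoietic stem cells with long-term and short-term repopulating capacity, and MPPs are the multipotent progenitors that follow them. The authors deposited the number of reads counted on each of 49315 mouse genes in each library, without normalization. The paper's text does not name the aligner, the counting program or the genome build. Of the gene identifiers, 49056 were found in the GENCODE annotation of GRCm38, and 44823 of these had identical start and end positions there. Total counts were 7839326 in WT LT-HSCs, 8047002 in WT ST-HSCs and 9363442 in WT MPPs. They were 35596876 in ING4-/- LT-HSCs, 37811937 in ING4-/- ST-HSCs and 39192588 in ING4-/- MPPs, and the median total was 4.70 times that of WT. At this depth, 36082 to 41763 genes had at least 1 count in the WT libraries, against 14680 to 16188 genes in the ING4-/- libraries. The 1385 olfactory and vomeronasal receptor genes, which serve as a measure of background because their receptors belong to sensory neurons, had 22.3, 22.6 and 18.0 counts per kb of exon in WT LT-HSCs, ST-HSCs and MPPs. In every ING4-/- library they had at most 0.0882 counts per kb. Spread over all genes in proportion to exon length, this background amounted to 33.2%, 32.9% and 22.5% of the WT counts and to at most 0.0290% of the ING4-/- counts. These are pooled densities, and the median receptor gene had 14.8, 17.1 and 14.2 counts per kb in WT LT-HSCs, ST-HSCs and MPPs. Background counts given for single genes use the pooled density and can be too high for a typical gene.

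Ing4, the targeted gene, lies on chromosome 6 of GRCm38 from 125039760 to 125049265 and shares 34.9% of its exonic bases with another annotated gene on the same strand, so its counts are uncertain. It had 247, 162 and 247 counts in WT LT-HSCs, ST-HSCs and MPPs, and 0, 24 and 76 counts in the ING4-/- libraries. For a gene with its 5320 exonic bases, the background alone corresponds to 118.5, 120.4 and 95.96 counts in the WT libraries. Its log2 fold change was -4.49 (standard error 1.56, adjusted p = 0.0373 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the adjusted p was 0.0783 with the population as a block. The 3 ING4-/- libraries were compared with the 3 WT libraries after TMM normalization, with genotype as the only term, as the paper's methods describe the comparison. The populations therefore stood in for replicates, and no genotype had a repeated library of any 1 population. Genes were called at an adjusted p under 0.05 and an absolute log2 fold change over 1.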

To elucidate the molecular consequences of ING4 loss in HSPC regulation, we conducted a genome-wide expression analysis using bulk RNA-sequencing (RNA-seq) of purified ING4^−/−^ LT-HSCs (LSK CD48^−^CD34^−^CD150^+^), ST-HSCs (LSK CD48^−^CD34^+^ CD150^+^) and MPPs. We then compared the profiles of these populations, pooled, against pooled wild-type LT-HSC, ST-HSC, and MPP gene expression. This analysis provided a way to identify stem cell-like gene signatures in the MPP populations. 

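Within each population the log2 ratio of ING4-/- to WT rests on 1 library per genotype and has no replicate check. Of the 31001 genes tested, 25113 (81.0%) moved in the same direction in LT-HSCs, ST-HSCs and MPPs, where independent signs at each population's own share of higher genes give 44.7%. Of these, 20475 were lower and 4638 were higher in ING4-/-. Among the 9673 genes with at least 10 counts in every library, 6026 (62.3%) moved in the same direction in the 3 populations, against 31.2%. A list of 24 HSC-associated genes had a median log2 ratio of 1.05 in LT-HSCs, 0.52 in ST-HSCs and -0.062 in MPPs. Against 10000 random lists of the same size matched on mean expression, which describe these libraries only, the MPP median lay at percentile 2.91, the LT-HSC median at percentile 77.64 and the ST-HSC median at percentile 19.3. The paper states that pooling the populations provided a way to find stem cell-like signatures in MPPs.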

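Across the 3 ING4-/- and the 3 WT libraries, 31001 genes had enough counts to be tested. Of these, 20041 were called, 2475 higher and 17566 lower in ING4-/- HSPCs (edgeR's quasi-likelihood test). The median log2 fold change over all genes tested was -6.85 after TMM normalization, -7.17 with DESeq2's size factors and -6.35 with upper-quartile normalization. With DESeq2's size factors 1342 genes were called higher and 18080 lower, and with upper-quartile normalization 4556 and 17093, so the number of higher genes depends on the scaling. Of the genes called lower, 15806 (89.98%) had 3 counts or fewer in every ING4-/- library, and 10274 were not protein-coding. Of the 1042 receptor genes of the background measure that were tested, 1036 were called lower. The setting that moved the count most, among those listed in advance, was a minimum of 10 counts in every library. It left 9673 genes, of which 1739 were called, 803 higher and 936 lower, and the median log2 fold change was then 0.020. All 803 genes higher there were also among the 2475, and 632 of the 936 genes lower there were among the 17566.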

We revealed 1,635 differentially expressed genes in the combined HSPC populations (936 upregulated and 699 downregulated, *p* < 0.05). 

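The Hallmark collection was not used here, and a gene list for each process was written by hand in advance. The 7 lists were tested with limma's camera at a preset inter-gene correlation of 0.01, which compares the genes of a list with all other genes tested, and p-values were adjusted over the 7 lists. The 87 oxidative phosphorylation genes encoded in the nucleus had a median log2 fold change of 1.81 (adjusted p = 2.7e-50), and 86 of them were higher in ING4-/- HSPCs. For ribosome synthesis, the 83 cytosolic ribosomal protein genes had a median of 2.32 (adjusted p = 1.8e-70), the 78 mitochondrial ribosomal protein genes a median of 1.497 (adjusted p = 1.9e-38) and the 143 ribosome biogenesis genes a median of 0.64 (adjusted p = 1.5e-23). The 204 Myc target genes had a median of 1.12 (adjusted p = 2.7e-50), with 193 of them higher. Since the other genes had a median near -6.9 for each list (between -6.95 and -6.89), these p-values measure a distance from genes of which most were close to 0 in ING4-/-. Each of the 5 lists was also higher in fry, a rotation test of the list by itself (adjusted p between 2.4e-05 and 0.0184), and with an estimated inter-gene correlation (adjusted p between 0.0357 and 0.0404). The minimum of 10 counts in every library changed 1 of these calls. The ribosome biogenesis genes then had a median of 0.13 against 0.018 for the other genes (adjusted p = 0.373), while the oxidative phosphorylation genes had 1.30 and the Myc target genes 0.62.

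**Figure D1:**
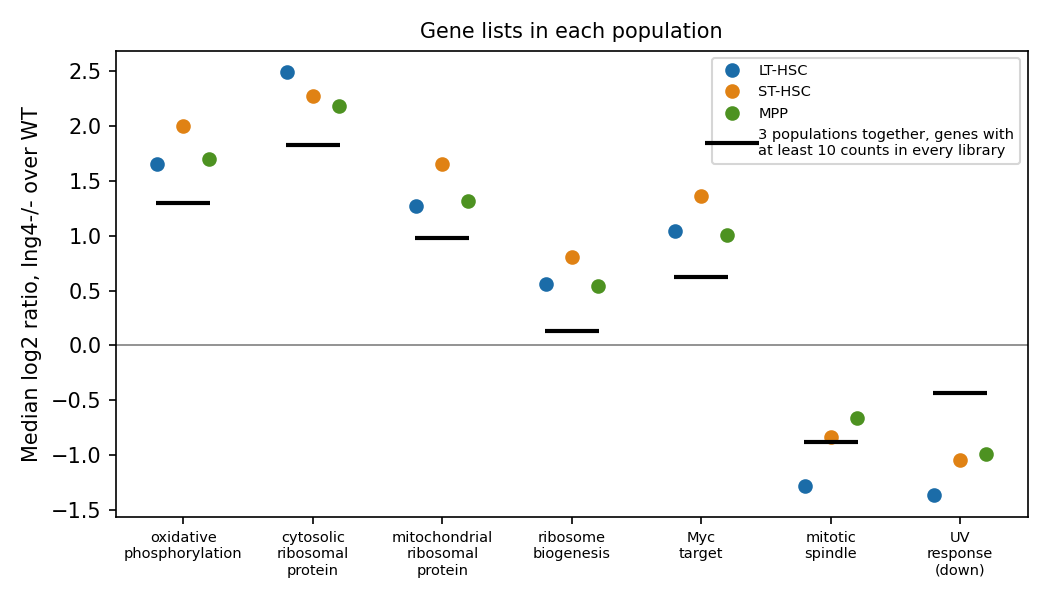
Median log2 ratio of ING4-/- to WT (vertical axis) for each gene list (horizontal axis) in LT-HSCs, ST-HSCs and MPPs, 1 library per genotype and population. Bars give the median log2 fold change over the 3 populations among genes with at least 10 counts in every library, which was 0.13 for ribosome biogenesis and -0.88 for the mitotic spindle.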

Surprisingly, Gene Set Enrichment Analysis (GSEA) of this data set using the Hallmark gene set showed common upregulated genes in ING4^−/−^ HSPCs were associated with oxidative phosphorylation (OXPHOS), ribosomal biogenesis (RiBi), and c-Myc target gene expression (Fig 3A). Downregulated genes were associated with mitotic spindle formation, and UV response (Fig 3A). 

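The 183 mitotic spindle genes tested had a median log2 fold change of -0.67, with 121 of them lower in ING4-/- HSPCs and 39 called lower. The 126 genes of the UV response list, which holds genes repressed by ultraviolet light, had a median of -0.90, with 84 lower and 35 called lower. Of these genes, 5 in the spindle list and 22 in the UV list had 3 counts or fewer in every ING4-/- library, and with those at the fold their counts allow the medians were the same. With upper-quartile normalization the medians were -0.069 and -0.31, and 49.2% of the spindle genes were higher, so the spindle list was not lower under that scaling. Because most genes tested fell much further, camera placed both lists higher than the other genes (adjusted p = 5.5e-04 for the spindle and 0.0177 for the UV response). As lists by themselves both were lower in fry (adjusted p = 0.00744 and 2.4e-05). With an estimated inter-gene correlation they were again higher than the other genes, with adjusted p = 0.111 for the spindle and 0.0357 for the UV response. Among the 9673 genes with at least 10 counts in every library, the direction against the other genes was reversed. There 129 spindle genes had a median of -0.88 (camera, adjusted p = 8.7e-08) and 78 UV response genes a median of -0.44 (adjusted p = 0.00105). Both lists hold long genes, with median exonic lengths of 6797 and 6265.5 bases. With the trend on gene length also removed, an alternative chosen after seeing the data, the medians were 0.095 and 0.20 against 0.29 for the other genes (adjusted p = 0.0531 and 0.410).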

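By a rule fixed in advance, the 5 highest and 5 lowest log2 fold changes were taken among the called genes that moved in the same direction in all 3 populations. The highest were Rn7s2 on chromosome 12, Rps3a3 on chromosome 13, Nme3 on chromosome 17, Hist1h2al on chromosome 13 and Rps3a2 on chromosome 14. Rps3a3 had 22, 38 and 42 counts in WT LT-HSCs, ST-HSCs and MPPs and 36368, 32825 and 32535 in the ING4-/- libraries, a log2 fold change of 8.23 (standard error 0.317, adjusted p = 2.8e-04). Rps3a2 had a log2 fold change of 6.63 (standard error 0.317, adjusted p = 4.5e-04). Both are processed pseudogenes whose sequence is 98.9% (Rps3a3) and 99.5% (Rps3a2) identical to the transcript of Rps3a1, so that counting could have split reads among the 3 genes, and their values are uncertain. In WT, Rn7s2, Nme3 and Hist1h2al had at most 1 count per library, and they were at least 7.64-fold, 5.60-fold and 19.1-fold higher in ING4-/-. The background alone corresponds to between 5.41 and 6.79, 15.8 and 19.8, and 6.82 and 8.55 counts for them in the WT libraries, in that order. Their WT counts lay below this. Whether reads on these genes were counted in WT is therefore open, and the fold bounds are uncertain. Nme3 shares 87.1% of its exonic bases with another gene on the same strand, Rn7s2 shares 147 of its 300 bases in the same way, and Hist1h2al shares 36.5% with a gene on the opposite strand. Of the lowest, 4 are given here, Lama2, Robo2, Abca13 and Hydin. Each had 0 counts in every ING4-/- library and between 588 and 1112 counts in the WT libraries, and they were at least 1089-fold, 917-fold, 899.6-fold and 836-fold lower in ING4-/-, in that order. Their exonic lengths run from 16338 to 19737 bases, and the background density corresponds to between 294.7 and 446.5 counts for genes of these lengths in the WT libraries.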

All dysregulated genes are represented in a volcano plot shown in Fig 3B. 

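Cdkn1c, which encodes p57, lies on chromosome 7 of GRCm38 from 143458339 to 143461050. Its TMM-normalized CPM, read counts scaled to library size, were 34.4 ± 13.5 (SD, n = 3 populations) in ING4-/- HSPCs and 3.67 ± 1.11 (SD, n = 3) in WT HSPCs. The log2 fold change was 3.23 (standard error 0.576, adjusted p = 0.00174 from edgeR's quasi-likelihood test). The WT libraries held 47, 28 and 31 counts, where the background alone corresponds to 45.42, 46.13 and 36.78, so WT expression could not be told from background at this depth. Of its exonic bases, 30.7% overlap a gene on the opposite strand, and the paper's text does not say whether counting used the strand. Txn1, on chromosome 4 from 57943373 to 57956411, encodes a thioredoxin that reduces oxidized proteins. It had a CPM of 623 ± 110.1 (SD, n = 3) in ING4-/- and 162 ± 23.2 (SD, n = 3) in WT, a log2 fold change of 1.95 (standard error 0.204, adjusted p = 6.6e-04). Gpx1, on chromosome 9 from 108338903 to 108340343, encodes a glutathione peroxidase. Its log2 fold change was 2.16 (standard error 0.247, adjusted p = 6.6e-04), from 867 ± 249 (SD, n = 3) to 3869 ± 667 (SD, n = 3). Adjusted over the list alone, which held these genes with Trp53, Cdkn1a and Ing4, all 6 genes had an adjusted p under 0.05, the highest being 0.0243, and all 6 were also called over all genes tested. In every population the ING4-/- library was above the WT library for Cdkn1c, Txn1 and Gpx1. With each library left out in turn, the log2 fold changes stayed between 2.98 and 3.55 for Cdkn1c, 1.78 and 2.08 for Txn1 and 1.93 and 2.32 for Gpx1.

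**Figure D2:**
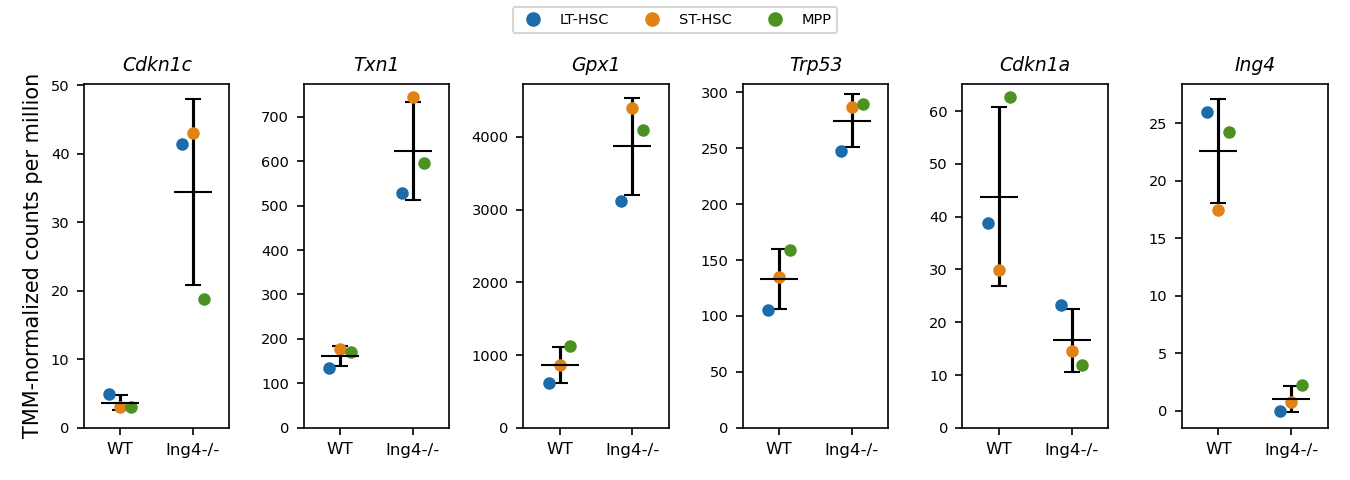
TMM-normalized CPM (vertical axes, each with its own scale) of 6 genes in WT and ING4-/- HSPCs. Points are the LT-HSC, ST-HSC and MPP libraries, and bars give the mean and SD of the 3. The ING4-/- points of Cdkn1c, Txn1 and Gpx1 lie above all WT points.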

A set of genes that are associated with quiescence and cell cycle regulation were also upregulated, including the cell-cycle regulator *p57*, *txn1* and *gpx1* (Fig 3B).

**Fig 3:**
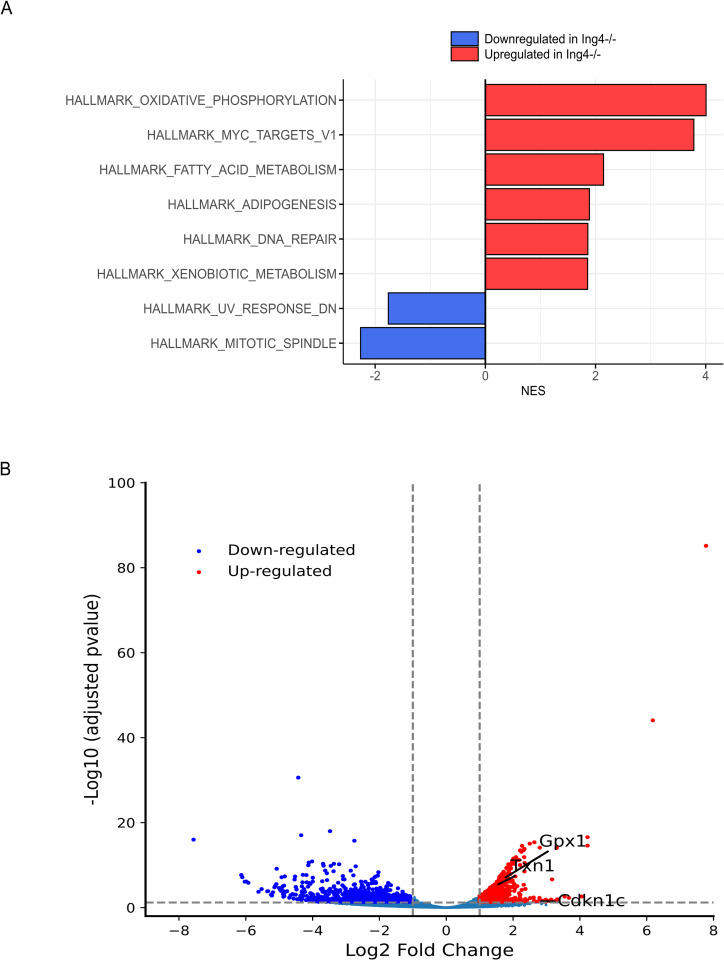
Loss of ING4 promotes expression of a hematopoietic activation profile in MPPs. (A) Normalized Enrichment Scores (NES) from a Hallmark gene set analysis comparing populations (WT LT-HSCs, ST-HSCs, and MPPs pooled), and (Null LT-HSCs, ST-HSCs, and MPPs pooled). A total of 8 enrichment pathways (FDR-adjusted *p*-value < 0.05) were identified. Bar colors indicate statistical significance. (B) Differentially expressed genes in pooled WT HSPCs compared to pooled ING4^−/−^ MPPs, with a statistically significant threshold of *p* < 0.05, and a Log_2_Fold change = 1. Upregulated genes are represented in red, downregulated in blue.

### ING4^−/−^ MPPs have normal levels of translation and OXPHOS utilization

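For MPPs alone there was 1 library per genotype, so no p-value was computed, and each list median was placed among 10000 random lists of the same size matched on mean expression. In MPPs the median log2 ratio of ING4-/- to WT was 1.70 for the oxidative phosphorylation genes, 2.18 for the cytosolic and 1.32 for the mitochondrial ribosomal protein genes. These 3 medians lay above all random lists (percentile 100, 95% exact binomial interval 99.963 to 100). The Myc target genes, with a median of 1.00, lay at percentile 99.99. The median log2 ratio of all genes tested was -3.74 in MPPs, and that of the genes with at least 10 counts in every library was 0.37. The spindle genes had a median of -0.66 (percentile 0) and the UV response genes a median of -0.99 (percentile 0.05) in MPPs. With random lists matched on gene length as well, the UV response genes moved to percentile 20.4.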

Based on the RNA-sequencing data, we next sought to determine if ING4^−/−^ MPPs are more metabolically active, as their transcriptional profile would suggest. Hematopoietic activation is associated with increased translation [39]. 

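In the MPP libraries the 143 ribosome biogenesis genes had a median log2 ratio of 0.54. Of 10000 random lists matched on mean expression, 44.39% had a lower median (95% exact binomial interval 43.413% to 45.37%), and the middle of the random lists was 0.55. Matched on gene length as well, the list lay at percentile 5.04. With the length trend removed first it lay at percentile 91.61. Across the 3 populations together, 111 of the 143 genes had a positive log2 fold change, 37 were called higher and 4 called lower. Among the 141 of them with at least 10 counts in every library, 78 were positive and 63 negative. The cytosolic ribosomal protein genes behaved differently, with 82 of 83 called higher and 82 of 82 positive under the same minimum. The log2 ratios rest on 1 MPP library per genotype and have no replicate check.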

To examine if an increase in translation rate accompanies the increase in RiBi-associated genes upregulated in our RNA-seq data set, we used O-propargyl-puromycin (OP-Puro) incorporation. To this end, lineage depleted BM cells were treated with OP-Puro for 1 hour, then analyzed for levels of OP-Puro incorporation. Surprisingly, these assays show no increase in the translation rates of ING4^−/−^ MPPs (Fig 4A).

**Fig 4:**
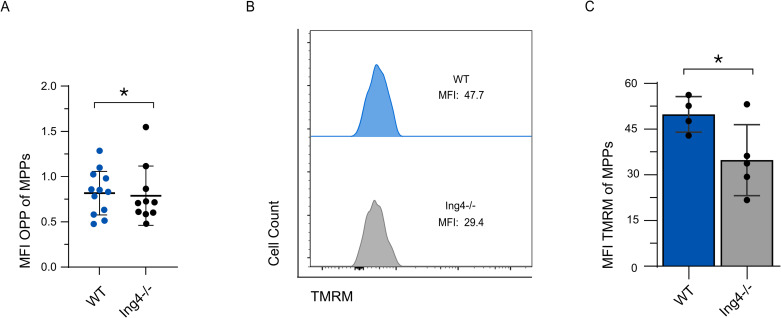
ING4-deficient MPPs have normal translation rates and reduced mitochondrial potential. (A) MFI of OPP-treated MPPs isolated from individual WT and ING4^−/−^ steady-state mice. (*n* = 10–23; *= *p* < 0.05). (B) Representative flow cytometric analysis of staining for TMRM in MPP populations in WT and ING4^−/−^ WBM at steady-state. (C) MFI of TMRM-treated MPPs isolated from individual WT and ING4^−/−^ steady-state mice. (*n* = 5; *= *p* < 0.05). Statistical significance was assessed using Student’s t-test with Welch’s correction for (A) and Mann-Whitney analysis (C).

To further address ING4^−/−^ MPP activation, we examined the OXPHOS pathway, as components of this pathway also show transcriptional activation. 

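Of the 87 nuclear-encoded oxidative phosphorylation genes, 76 were called higher in ING4-/- HSPCs and none was called lower (1 had a negative log2 fold change), and 83 were higher in each of the 3 populations. The median log2 ratio was 1.65 in LT-HSCs and 2.00 in ST-HSCs. In ING4-/- MPPs, with 1 library per genotype, the list stood above random lists matched on expression and also above those matched on expression and gene length, whose middle was 1.28. The 12 oxidative phosphorylation genes encoded by the mitochondrial genome that could be tested had a median log2 fold change of 0.95, with 5 called higher and 3 called lower. Mitochondrial genes made up 0.936% of the counts in ING4-/- MPPs and 0.492% in WT MPPs. The respiratory electron transport set of Reactome, matched for 75 tested genes, had a median of 1.75 (camera, adjusted p = 2.9e-42 over 3 such sets).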

As HSPCs are activated, there is a characteristic shift from glycolysis to oxidative phosphorylation. To profile metabolic activation, we examined tetramethylrhodamine methyl ester (TMRM) levels, which indicate mitochondrial membrane potential. As activated cells transition from glycolysis to oxidative phosphorylation to generate ATP, an electrical potential gradient forms across the mitochondrial membrane and is observable in TMRM staining. We observed a significant decrease in MFI in ING4^−/−^ MPPs as compared to WT counterparts, suggesting that ING4^−/−^ MPPs are not using OXPHOS to generate higher levels of ATP than WT MPPs (Fig 4B and C). The delocalization of TMRM in the mitochondria indicated by the decreased MFI in the ING4^−/−^ MPPs suggests they may rely more heavily on glycolysis to generate ATP than WT MPPs.

Together, these signatures suggest that ING4 deficiency may promote a transcriptionally poised state in MPPs, whereby ING4 loss upregulates genes associated with activation while also inducing quiescence-associated genes to maintain MPPs in a resting state.

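On the side of proliferation, Mki67, which encodes the protein Ki-67 of the cell cycle assay, had 453, 1225 and 780 counts in WT LT-HSCs, ST-HSCs and MPPs and 23, 50 and 337 counts in the deeper ING4-/- libraries. Its log2 fold change was -4.38 (standard error 1.07, adjusted p = 0.00807 from edgeR's quasi-likelihood test), and the background alone corresponds to 224.1, 227.6 and 181.5 of its WT counts. A list of 31 genes of cycling cells had a median log2 fold change of 0.96, with 29 of them higher in ING4-/- HSPCs. Of these 31 genes, 5 were called higher and 1 called lower, and with the background subtracted the median was 0.30. Among random lists matched on mean expression, the list lay at percentile 30.48 in LT-HSCs, 82.59 in ST-HSCs and 98.99 in MPPs. The paper's Ki-67 and DAPI assay found a larger share of ING4-/- MPPs in G0, and its translation assay found no increase. From these, higher expression of activation-associated and quiescence-associated genes, and the reduced mitochondrial potential, the paper proposes a transcriptionally poised state of ING4-deficient MPPs.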

### ING4^−/−^ MPPs contribute to multilineage engraftment at higher levels than WT MPPs

To compare the engrafting capacities of ING4^−/−^ and WT MPPs, we sorted MPPs from CD45.2^+^ ING4^−/−^ and WT donor mice. Separately, pools of either 100 ING4^−/−^ MPPs or 100 WT MPPs were transplanted, along with 200,000 CD45.1+ competitor marrow cells into CD45.1^+^ recipient mice (Fig 5A). Peripheral blood was analyzed at 12 weeks post-transplant and revealed a significant increase of donor contribution from the ING4^−/−^ MPPs than WT (61.3% and 18.6%, respectively) (Fig 5B). Furthermore, ING4^−/−^ MPPs were shown to reconstitute the myeloid and T-cell populations at a significantly higher rate than WT MPPs (S2 Fig). Transplanted ING4^−/−^ MPPs also made a greater contribution to B-Cell population than WT MPPs, though this difference was not statistically significant.

**Fig 5:**
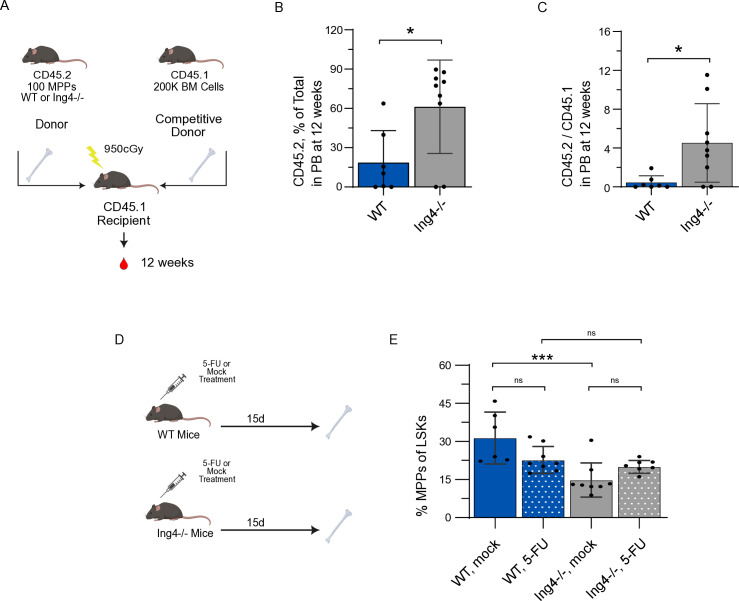
In a sorted, competitive bone marrow transplantation assay, ING4^−/−^ MPPs contribute to chimerism at higher levels than WT MPPs and respond more robustly to 5-fluorouracil exposure. (A) Schematic overview of the sorted, competitive transplantation assay using BM from WT and ING4^−/−^ mice. (B) CD45.2 chimerism in individual MPP-recipient mice from peripheral blood collected 12 weeks following sorted, competitive transplantation from WT or ING4^−/−^ mice. (*n* = 7-9; *= *p* < 0.05). (C) Ratio of CD45.2/CD45.1 cells in individual MPP-recipient mice from peripheral blood collected 12 weeks following sorted, competitive transplantation from WT or ING4^−/−^ mice. (*n* = 7–9; *= *p* < 0.05). (D) Schematic overview of the 5-FU assay in WT and ING4^−/−^ mice. (E) MPPs isolated from individual 5-FU or mock treated WT and ING4^−/−^ mice, as a percentage of the LSK population at 15 days post-treatment. (*n* = 6–8; ns = *p* > 0.05; ***= *p* < 0.005). Statistical significance was assessed using Mann-Whitney analysis.

We also examined the response of ING4^−/−^ MPPs to hemopoietic stress following treatment with the myeloablative chemotoxin 5-fluorouracil (5-FU). Mice were treated with a single dose of 5-FU or mock treatment and analyzed at 15 day post exposure (15 d) (Fig 5D). We found that at 15 d post-treatment, WT mice who received 5-FU had a slight decrease in MPPs as a percentage of LSKs, while ING4^−/−^ mice had an increase in MPPs as a fraction of LSKs, suggesting an expansion of ING4^−/−^ MPPs in response to 5-FU exposure (Fig 5E). Taken together, these data suggest that loss of ING4^−/−^ results in a more robust response to hematopoietic stress in ING4^−/−^ MPPs than WT MPPs.

## Conclusions

The mechanisms that regulate maintenance and proliferation of hematopoietic stem and progenitor cells have yet to be clearly defined. Here, we have uncovered a role for ING4 in regulation of the potency of MPPs. No role for ING4 has previously been identified in MPPs. As MPPs make up a higher proportion of the BM than HSCs, and we have identified ING4^−/−^ MPPs as showing enhanced engraftment capabilities, understanding the differences in ING4^−/−^ MPPs as compared to WT counterparts may provide important avenues for clinically relevant advancements in treatment. Here we characterized some key aspects of ING4^−/−^ MPPs. Similar to our work in HSCs [32], we found that loss of ING4 results in a poised state, where MPPs express a program of transcriptional activation, but are quiescent with low ROS levels and reduced mitochondrial membrane potential, all hallmarks of a quiescent population [32].

Loss of ING4 results in a decreased proportion of MPPs from the LSK compartment as compared to WT MPPs, providing evidence of skewed hematopoiesis. MPPs from ING4^−/−^ mice are more quiescent than WT counterparts, with a much larger increase in non-cycling cells than can be accounted for by the SA-β-gal^+^ senescent population. Previously studies have shown that ING4 is involved in acetylation of H4 on Lys5, Lys8 and Lys12 in cooperation with the HBO1 complex, impacting cell cycle progression [22,40]. Furthermore, ING4 has been shown to induce p300-mediated acetylation of p53, promoting cells’ transition from G_1_ to S phase [18,40]. Although these studies were not done in hematopoietic cells, they show that ING4 may impact cell cycle regulation in part through association with the Hbo1 complex. For ING4^-/-^ MPPs, no change in p53 or p21 expression was observed and apoptosis rates are similar to WT, but we did note increased expression of CDKN1c (p57), suggesting the mechanism of cell cycle regulation in hematopoietic cells may be different than other tissue types. 

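Trp53, which encodes p53, lies on chromosome 11 of GRCm38 from 69580359 to 69591873, and Cdkn1a, which encodes p21, lies on chromosome 17 from 29090979 to 29100722. In MPPs, Trp53 had 1624 counts in WT and 9809 in ING4-/-, which after TMM normalization is a log2 ratio of 0.86. Cdkn1a had 638 counts in WT MPPs and 402 in ING4-/- MPPs, a log2 ratio of -2.39, and Cdkn1c had a log2 ratio of 2.59. These ratios come from 1 MPP library per genotype and have no replicate check. Over the 3 populations, Trp53 had a log2 fold change of 1.04 (standard error 0.211, adjusted p = 0.00321 from edgeR's quasi-likelihood test) and Cdkn1a of -1.40 (standard error 0.476, adjusted p = 0.0340). Both passed the thresholds, and each call was lost under some of the alternatives. Among genes with at least 10 counts in every library, Trp53 had a log2 fold change of 0.54 (adjusted p = 0.0743). With the population as a block, Cdkn1a had an adjusted p of 0.102. Without the WT MPP library its adjusted p was 0.118. Among genes with at least 10 counts in every library it kept its call, also with the trend on gene length removed, an alternative chosen after seeing the data (-2.08, adjusted p = 0.0202).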

Understanding how ING4 regulates cell cycle and if this regulation is direct will be a major focus of future studies.

Transcriptomic analysis of ING4-deficient HSPCs reveals that these cells resemble activated progenitors rather than quiescent cells [41]. 

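Member by member, 118 of the 204 Myc target genes and 59 of the 78 mitochondrial ribosomal protein genes were called higher in ING4-/- HSPCs, and 1 Myc target gene and no mitochondrial ribosomal protein gene was called lower (the latter list had 1 gene with a negative log2 fold change). In each of the 3 populations, 174 Myc target genes were higher. After subtraction of the background from the WT counts, an alternative chosen after seeing the data, the median log2 fold changes were 1.06 for oxidative phosphorylation, 1.53 for the cytosolic and 0.94 for the mitochondrial ribosomal proteins, 0.49 for the Myc targets and 0.026 for ribosome biogenesis. With that subtraction the other genes had medians between -0.99 and -0.96, and camera placed each of the 5 lists above them (adjusted p between 4.2e-51 and 3.0e-05).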

Notably, genes related to oxidative phosphorylation, ribosomal biogenesis, and c-Myc targets are significantly overexpressed, aligning their profiles with those of activated progenitors. When considered with the quiescent state of ING4-deficient MPPs, these data suggest that despite expression of a transcriptional activation program, the quiescent state of these cells may inhibit the transition to full activation. Future work will focus on uncoupling the transcriptional activation program and the quiescence phenotype observed in ING4^-/-^ MPPs to understand how the unexpected transcriptional profile arises. This poised state has a striking effect on MPPs under stress. After sorted transplantation, ING4-deficient MPPs from ING4^−/−^ donors engraft at much higher levels than WT MPPs and are able to support multilineage regeneration of the hematopoietic system. ING4^−/−^ MPPs also show a more robust response to 5-FU treatment at 15 d post-treatment.

Few models of enhanced MPP activity have been previously identified. Introduction of NUP98-HOXA10hd into MPPs resulted in long-term reconstitution up to 44-weeks post-transplant, similar to our observations with ING4^−/−^ MPPs. Furthermore, ectopic Sox17 expression in adult HSCs and MPPs also confers increased self-renewal potential, such that these HSPCs are more reminiscent of fetal HSPCs [42]. Sox17 expression in adult HSPCs allowed for long-term multilineage reconstitution of the hematopoietic system following transplantation, though skewed toward myelopoiesis and erythropoiesis, which, again, bears resemblance to fetal hematopoiesis patterns [42]. Finally, ectopic expression of miR-125a in murine and human multipotent progenitors also resulted in enhanced self-renewal and long-term multilineage engraftment following serial transplantation [43–46]. Although the pathways altered in these different models are largely varied amongst each other and our model, taken together, these data provide strong evidence of the potential for MPPs to have an impact on enhancing hematopoietic recovery.

Recent work in characterization of MPP4 (LSK CD135^+^ CD48^+^ CD150^−^) and 5 (LSK CD135^−^ CD48^−^ CD150^−^) subpopulations suggest MPPs can retain an increased capacity for quiescence and differentiation, and further highlight the contributions of MPP subpopulations to the maintenance of the hematopoietic system under steady-state conditions [7,41]. Together, these data reveal distinct subpopulations of MPPs as components of the broader heterogeneous MPP pool that possess the capacity to regenerate at substantial levels.

Understanding how loss of ING4 may enhance the function of the specific MPP subpopulations may have clinical significance and warrant continued study. In future work, we will use the ING4^-/-^ model to dissect and identify the ING4 specific mechanisms that contribute to enhanced regeneration, with the ultimate goal of identifying targetable pathways that can be modulated to improve hematopoietic function in transplantation. Additionally, we may also distinguish a pool of MPPs could be used as a supplemental support for improved recovery from BMT, as a mechanism for rapid transient, replenishment during the engraftment period.

### Limitations of study

MPPs are described by the presence of a wide variety of cell surface markers that can be profiled by flow cytometry. While we have defined MPPs as Lin^−^ Sca-1^+^ c-Kit^+^ CD150^−^ CD34^+^, we have not used CD135, CD244 or CD229, which are additional commonly used cell surface markers in isolating subpopulations of HSPCs. This, coupled with deeper analysis of RNA from ING4^−/−^ MPPs, would likely provide insight into molecular pathways that may confer this cell population with its unique characteristics.

Additionally, the transplantation assay was only performed once. Although this assay was robust with 7–9 mice per treatment, repetition of this assay would strengthen the findings. Taken together with the finding that 5-FU exposure leads to ING4^−/−^ MPP expansion, these data suggest that ING4 confers an enhanced capacity to respond to hematopoietic stress. Future studies will examine longer term responses for both 5-FU and transplantation.

## Supporting information

S1 Fig MPPs from ING4^−/−^ and WT mice undergo similar rates of apoptosis. Percentage of Annexin V^+^ MPPs of individual WT and ING4^−/−^ steady-state mice. (*n* = 3–4; ns = *p* > 0.05). Data in S1 reflect mean values ± SD. Statistical significance was assessed using Mann-Whitney analysis.
(TIF)

S2 Fig Control staining for senescence, reactive oxygen species, and mitochondrial membrane potential in control samples. (A) Representative flow cytometric analysis of unstained (blue) and all cells (red) stained with beta-galactosidase for senescence. (B) Representative flow cytometric analysis of unstained (blue) and all cells (red) stained with DCFDA. (C) Representative flow cytometric analysis of unstained (blue), all cells treated with CCCP and stained with TMRM (purple) and all cells stained with TMRM (red) for mitochondrial potential. (*n* = 4–7).
(TIF)

S3 Fig Bone Marrow chimerism of individual lineages shows mild lineage bias towards myeloid and T cells. (A) CD45.2 chimerism of myeloid cells in individual MPP-recipient mice from peripheral blood collected 12 weeks following sorted, competitive BM transplant from WT or ING4^−/−^ mice. (*n* = 7–9; *= *p* < 0.05). (B) CD45.2 chimerism of B-cells in individual MPP-recipient mice from peripheral blood collected 12 weeks following sorted, competitive BM transplant from WT or ING4^−/−^ mice. (*n* = 7–9; ns = *p* > 0.05). (C) CD45.2 chimerism of T-cells in individual MPP-recipient mice from peripheral blood collected 12 weeks following sorted, competitive BM transplant from WT or ING4^−/−^ mice. (*n* = 7–9; *=*p* < 0.05). Data reflect mean values ± SD. Statistical significance was assessed using Mann-Whitney analysis.
(TIF)

How the deposited data were processed for this re-analysis (not part of the article)

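Bulk RNA-seq was analysed for 6 libraries, LT-HSCs, ST-HSCs and MPPs from WT mice and the same 3 populations from ING4-/- mice, sorted from pooled marrow of each genotype. The conditions were taken from the sample labels, which match the populations and genotypes of the paper's methods. The authors deposited raw counts, the number of reads assigned to each of 49315 genes in each library, with no normalization. Library construction, sequencing and the first bioinformatic steps were done by a sequencing company for the authors, and the paper's text does not name the aligner, the counting program, the genome build, the strand setting or the test behind the differentially expressed genes. Gene symbols, biotypes, positions and exonic sequence were taken from the GENCODE annotation of GRCm38, in which 49056 identifiers were found and 259 were not. GC content was computed for 48970 genes.

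From the counts, the 3 ING4-/- libraries were compared with the 3 WT libraries in edgeR 4.0.16 (R 4.3.3) with TMM normalization, filterByExpr by genotype and the quasi-likelihood F test, and p-values were adjusted by the Benjamini-Hochberg method. Standard errors are the absolute log2 fold change divided by the square root of F. Genes were called at an adjusted p under 0.05 and an absolute log2 fold change over 1. Gene lists were tested with camera in limma 3.58.1 at a preset inter-gene correlation of 0.01, adjusted over 7 lists, next to fry, camera with an estimated correlation and fgsea 1.28.0. DESeq2 1.42.0 served as the other count test. Hallmark sets were not used here, so the lists were written by hand. Of the written symbols, all 31 cycling and all 24 HSC-associated genes, 183 of 184 mitotic spindle and 143 of 149 ribosome biogenesis genes were found. Lists for erythroid cells, granulocytes, B cells, T and NK cells, dissociation stress, Y-linked genes and X-inactivation were written at the same time as checks. Log2 ratios within a population used TMM-normalized log2 CPM with a prior count of 2.

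Since each population had 1 library per genotype, no test was made within a population. List medians in MPPs were placed among 10000 random lists matched on mean expression in 20 bins, with 95% exact binomial intervals, and in an alternative also on gene length in 5 bins. Libraries of the same population deviated together from their genotype means (across 9673 genes, r = 0.143 for LT-HSCs, 0.110 for ST-HSCs and 0.121 for MPPs), so populations pair the libraries, and a fit with population as a block was an alternative. Within a genotype no pair of libraries was a duplicate deposit, since their counts differed by at least 15.4 chi-square units per degree of freedom.

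Total counts ranged from 7839326 to 9363442 in WT and from 35596876 to 39192588 in ING4-/-. A count of 0 allows up to 3 counts, which is a CPM of 0.383 in WT LT-HSCs and 0.0765 in ING4-/- MPPs. Counts without molecular identifiers are not independent molecules, so intervals and floors cover counting error only. Background was measured on olfactory and vomeronasal receptor genes as counts per kb of exon in each library, and an alternative chosen after seeing the data subtracted this density times the exonic length from every count.

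The genes named in the text were fixed by rule: every gene the paper names for its RNA-seq and Ing4, the 5 highest and 5 lowest log2 fold changes among called genes moving in the same direction in the 3 populations, the sort markers Kit, Ly6a, Cd48, Cd34 and Slamf1, Y-linked and X-inactivation genes, and Mki67. The result for 1 of the 5 lowest is not reported here. The abundant marker genes of blood and other tissues, Rps3a1 and Gm10800 were chosen after their values were seen. The alternatives listed before the data were examined were other normalizations, DESeq2, other filters and thresholds, population as a block, leaving out each library or population, removal of trends on gene length or GC content, and protein-coding genes only. Those chosen after seeing the data were background subtraction, thinning to equal depth, DESeq2 with the count minimum, the count minimum with the length trend removed, and random lists drawn from genes above the minimum.

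The fits were tested on simulated counts drawn from the real means and totals, with 200 genes changed by known folds. Simulated libraries had the same dispersion in both genotypes, no difference between populations and no correlation between genes. In the data the populations stood in for replicates, and the biological coefficient of variation was 45.4% in ING4-/- and 23.8% in WT. The rates that follow therefore check the code and do not carry over to this design. Among 34851 genes tested, edgeR recovered 186 of the 200 (93.0%) with 11 false calls. Among 44529 genes, DESeq2 recovered 193 with 28 false calls. When the WT background was added to the simulated counts, 17412 unchanged genes of 43722 were called. After subtraction 37 of 34892 were called and 149 of the 200 changed genes were recovered. The density subtracted was the one used to simulate the background, so its removal was built in. This result does not show how well the subtraction works on a background that is uneven between genes. The camera test gave an adjusted p of 4.1e-64 for the list raised by 1 on the log2 scale (median 0.985 over 87 genes) and at least 0.774 for the 6 unchanged lists. Python with pandas and numpy was used for the tables. Flow cytometry, translation, mitochondrial potential and transplantation data were not analysed here.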

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

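The tests on background and on other tissues in this part were chosen only after the results had been seen. The paper does not report on olfactory and vomeronasal receptor genes. They had 22.3, 22.6 and 18.0 counts per kb of exon in WT LT-HSCs, ST-HSCs and MPPs, above the limit that a count of 0 allows, against at most 0.0882 in ING4-/- libraries. Of these genes 84.8%, 95.5% and 94.5% had at least 1 count in the WT libraries. The predicted gene Gm10800 took 3.85%, 7.12% and 5.18% of the WT counts, the most of any gene, and at most 0.00375% of the ING4-/- counts. RNA of other tissues is argued against, since 21 abundant transcripts of other tissues had a median of 0.543 of the counts that their length and the background density give, with 5 of them above 2-fold. Greater depth in ING4-/- had been expected to show as calls among genes with low counts, and 17063 calls had fewer than 10 counts in some library. Of these, 16934 were lower and 129 higher in ING4-/-, the deeper libraries. Greater depth adds counts in ING4-/-, so this number cannot be read as the expectation being met. Depth is argued against as the whole cause, because 15716 genes were called with every library thinned to the smallest total. Background in proportion to length, such as genomic DNA in the WT libraries, stays open. In 278 genes of families used in other tissues, log counts in the WT libraries rose with log length with slopes of 1.03, 0.981 and 0.935, and their median was 11.5, 14.6 and 16.2 counts per kb in WT LT-HSCs, ST-HSCs and MPPs and 0 in each ING4-/- library. Their pooled density was 27.0, 26.1 and 26.1 in WT and 34.3, 20.4 and 28.5 in ING4-/-, where between 6.84% and 7.19% of these genes had any count, so the pooled density does not separate the genotypes. The 5 Y-linked germline genes had 5.85, 5.23 and 4.30 counts per kb in WT, below the autosomal receptor genes at 22.2, 22.6 and 18.0. Background reads may thus explain many genes called lower, an explanation found and tested on the same data. With the background subtracted, 7685 genes were still called lower of 19784 tested, and 169 with the population also as a block. Lama2, Robo2, Abca13 and Hydin kept log2 fold changes between -14.1 and -13.3 after subtraction. The subtracted density therefore does not account for all lower genes. Since Lama2, Robo2, Abca13 and Hydin were picked for their low values, they cannot test a background that is uneven between genes. A biological difference in transcription between genotypes was not tested against the background.

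Some genes moved in opposite directions in different populations, each from 1 library per genotype, and the difference between populations was not tested. Cd48, whose protein all 3 populations were sorted to lack, had a log2 ratio of -5.81 in LT-HSCs, 1.03 in ST-HSCs and 1.78 in MPPs. Slamf1 had 0.094 in LT-HSCs, -1.53 in ST-HSCs and -1.89 in MPPs. The Y-linked genes also differed: Kdm5d had 4.26, -5.34 and 1.09, Uty had 2.23, 2.01 and -0.24, Ddx3y had -1.06, -1.01 and 0.54, and Eif2s3y had 0.24, -3.24 and 1.00 in LT-HSCs, ST-HSCs and MPPs. The HSC-associated list had medians of 1.05, 0.52 and -0.062, and the dissociation stress list 0.92, 0.19 and -0.31. Normalization moves the genes near 0 across it, and Slamf1 reversed with upper-quartile normalization (0.042). With 1 library per genotype and population, handling of a single sort and biology cannot be separated by any value here. The populations of a genotype came from the same pool of mice, and the WT counts of Kdm5d, Uty and Eif2s3y in each library, and of Ddx3y in ST-HSCs, lay below the background for their lengths, so their ratios are uncertain.

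A difference in sex between the 2 pools of mice cannot be told apart from the genotype. Xist had a log2 fold change of 0.89 (edgeR, adjusted p = 0.0192), with counts in all 6 libraries. The Y-linked genes had no common direction before correction. With the background subtracted, Uty and Eif2s3y were called higher in ING4-/- (adjusted p = 0.00282 and 0.0151), but not with the population also as a block (adjusted p = 0.0864 and 0.113). Ddx3y had 0.34 (adjusted p = 0.892). The density subtracted is that of the receptor genes, above that of the Y-linked germline genes, so it can remove too much from Y-linked genes. Strain variants carried with the targeted allele are argued against as the source of most calls among genes with at least 10 counts in every library. There, 14 of 117 genes within 10 Mb of Ing4 were called (12.0%, Fisher's exact test against the others, p = 0.0908), against 18.0% on other chromosomes. Of the named genes with the largest changes, only Rps3a3 and Rps3a2 reach that minimum, so the test does not cover the rest.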

How the results depend on the processing

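Background subtraction, thinning, DESeq2 at the count minimum, the count minimum with the length trend removed, and the random lists from genes above the minimum were chosen only after the results had been seen. For the number of called genes, 20041 with the settings of the comparison, 15 alternatives apart from those leaving out 1 library gave a total within 1.5-fold and 7 did not. The number of higher genes alone moved further, to 1342 with DESeq2's size factors and 4556 with upper-quartile normalization, from 2475. Of these 7, those set in advance gave 1739 genes at the minimum of 10 counts in every library (9673 tested), 8637 over protein-coding genes only (18600 tested) and 9754 with the gene length trend removed and the population as a block. Of the alternatives chosen after seeing the data, background subtraction gave 8792 and 350 with the population also as a block, DESeq2 at the minimum of 10 counts gave 2271, and the same minimum with the length trend removed gave 1276. Fewer genes were tested under the filters, which lowers the counts there. The 6 fits that each left out 1 library gave from 19943 to 22874 genes. The population block alone gave 18879 and moved no count by over 1.5-fold in the fit without other corrections. With the trend on gene length removed 11163 genes were higher and 11681 lower, with the population also as a block 8722 and 1032, and with the trend on GC content removed 10783 and 12211. Those fits use a trend over all genes, most of them at 0 in ING4-/-, and moved the median log2 fold change of all genes from -6.85 to -1.84 and -1.98, and raised expressed genes together (Gpx1 to 8.11, the spindle list to 3.29, with the length trend removed), so a reversal of a single gene in them says nothing about that gene. Genes moving the same way in the 3 populations were 25113, and 6026 at the minimum of 10 counts (9673 genes).

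The direction and side of the threshold of the oxidative phosphorylation, both ribosomal protein and the Myc target lists were kept under every alternative with a test. DESeq2's fold changes have no list test, and the medians in the order oxidative phosphorylation, cytosolic ribosomal protein, mitochondrial ribosomal protein, ribosome biogenesis, Myc target, mitotic spindle and UV response were 1.46, 1.99, 1.15, 0.29, 0.78, -0.998 and -1.31. With population as a block in DESeq2 they were 1.44, 1.98, 1.12, 0.27, 0.75, -1.43 and -1.91, and at the minimum of 10 counts in DESeq2 they were 1.31, 1.83, 0.99, 0.13, 0.63, -0.88 and -0.43. Ribosome biogenesis lost its adjusted p at the minimum of 10 counts (0.13, camera, adjusted p = 0.373) and with the length trend removed as well (0.26, adjusted p = 0.900). The spindle list, whose median was -0.67 and which lay above the other genes in camera, reversed in fry (-0.67, adjusted p = 0.00744), at the minimum of 10 counts (-0.88) and with the length trend removed as well (0.10). It lost its adjusted p with an estimated correlation (0.111), over protein-coding genes (-1.01), and with the background subtracted without (-0.61) and with the block (-0.85). The UV response list, with a median of -0.90, reversed in fry, in fgsea (-0.90, adjusted p = 1, where fgsea gave no p-value for the other 6 lists because most statistics were negative), at the minimum of 10 counts (-0.44), over protein-coding genes (-1.23) and with the minimum and the length trend removed (0.20). It lost its adjusted p with the background subtracted without (-0.39) and with the block (-0.46), after thinning (-1.17), and without the ING4-/- LT-HSC library (adjusted p = 0.0714), with medians from -1.10 to -0.84 over the 6 fits that each left out 1 library. The cause of these changes was not tested, apart from the direction in fry, which tests the list by itself.

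Of the genes the paper names, Gpx1 kept its call under every alternative. Txn1 lost it at the minimum of 10 counts with the length trend removed (0.89), and Cdkn1c with background subtraction and the block (8.72, adjusted p = 0.0816, where the WT counts are near 0 after subtraction). Trp53 lost its call with DESeq2's size factors (0.69), in DESeq2 (0.71, and 0.72 with the block), at the minimum of 10 counts (0.54, 0.55 in DESeq2 and 0.74 with the length trend removed), over protein-coding genes (0.70), without MPPs (0.98), after thinning (0.88) and with the background subtracted (0.33, and 0.35 with the block). The 6 fits that left out 1 library gave 0.86 to 1.14, with the call lost without the WT LT-HSC library. Cdkn1a reversed with the trend on length (4.15, and 4.15 with the block) or GC content (1.98) removed. Its call was lost with upper-quartile normalization (-0.80), with the block (-1.38, and -2.0004 with the background subtracted), without ST-HSCs (-1.52), without MPPs (-1.03) and in 4 of the 6 fits that left out 1 library, which ranged from -1.70 to -1.17. Ing4 reversed with the GC trend removed (0.11) and lost its call with upper-quartile normalization (-3.92), the block (-5.45), without ST-HSCs (-4.47), without MPPs (-6.00), with the length trend removed (-0.995, and -1.87 with the block) and with the background subtracted (-4.24, and -4.97 with the block). Over the 6 fits that left out 1 library it ranged from -5.84 to -3.88, with 4 calls lost. It has fewer than 10 counts in some library, so the minimum gave no value. The block changed no other call among the 7 lists and these 6 genes in the uncorrected edgeR fit.

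Among the other named genes, Kit reversed at the minimum of 10 counts (-0.014, and -0.00055 in DESeq2) and with the background subtracted (-0.26, and -0.28 with the block). Slamf1 reversed with upper-quartile normalization (0.042) and with the trend on length (3.22, and 2.47 with the block) or GC content (6.03) removed; fits without 1 library gave -1.95 to -0.042. Cd48 reversed with the block (-0.15, -0.54 in DESeq2 and -0.76 with the background subtracted), and fits without 1 library gave -0.17 to 2.13. Ddx3y reversed with upper-quartile normalization (0.23), without LT-HSCs (0.26), with the trend on length (3.31, and 3.18 with the block) or GC content (7.11) removed and with the background subtracted (0.34, and 1.76 with the block), with -1.0035 to 0.22 without 1 library. Eif2s3y reversed with DESeq2's size factors (-0.22), in DESeq2 (-0.20, and -0.86 with the block), with the block (-0.54), at the minimum of 10 counts (-0.37, -0.36 in DESeq2 and -0.16 with the length trend removed), without MPPs (-0.72) and over protein-coding genes (-0.20), with -0.51 to 0.72 without 1 library. Tsix reversed with the trend on length (2.60, and 2.53 with the block) or GC content (4.86) removed and with the background subtracted (9.01, and 8.96 with the block), and Mki67 with the GC trend removed (1.35). Without a change of sign, these other named genes gained a call 31 times (Kit, Slamf1, Cd48, Cd34, Kdm5d, Uty, Eif2s3y, Tsix and Xist) and lost it 18 times (Ly6a 11 times, Mki67 4 times, and Rn7s2, Nme3 and Hist1h2al 1 time each). The cause was not tested.

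In MPPs alone, the percentile of the ribosome biogenesis list, 44.39, was 43.41 with upper-quartile normalization, 5.04 with lists matched on length, 91.61 with the length trend removed, 48.85 with the background subtracted and 2.42 among lists of genes with at least 10 counts in every library matched on expression and length. The UV response list, at 0.05, was at 0.010 with upper-quartile normalization, 20.4 with lists matched on length, 0.16 with the length trend removed, 18.64 with the background subtracted and 65.28 in the last setting. The other 5 of the 7 lists stayed within the interval of their percentile, while the HSC-associated, cycling and dissociation stress lists moved as well. The MPP log2 ratios moved with the scaling. With DESeq2's size factors they were -2.64 for Cdkn1a, 1.54 for Txn1, 0.61 for Trp53 and 1.62 for Gpx1. With upper-quartile normalization they were -1.83 for Cdkn1a, 2.35 for Txn1, -2.83 for Ing4, 3.13 for Cdkn1c, 1.42 for Trp53 and 2.43 for Gpx1. The WT libraries, with the lower totals, limit the precision of low counts, and a count of 0 there allows up to 3 counts.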

Differences from the paper's values

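The paper's text gives 1635 differentially expressed genes, 936 higher and 699 lower, and the counts here were 20041, 2475 and 17566. The paper's text does not state how low counts were treated. At the minimum of 10 counts in every library, an alternative set before the data were examined, the total was 1739, with 803 higher and 936 lower, and all 3 are within 1.5-fold of the paper's values. No other alternative set before the data were examined brought the total or the number of lower genes within 1.5-fold, apart from 1032 lower genes with the gene length trend removed and the population as a block, where 8722 genes were higher. The number of higher genes was also within 1.5-fold with DESeq2's size factors (1342), over protein-coding genes only (1148) and with the population as a block in DESeq2 (637), though the numbers of lower genes in these settings were 18080, 7489 and 23351. Of the alternatives chosen after seeing the values, DESeq2 at the same minimum gave 2271 genes, 993 higher and 1278 lower, and the minimum with the length trend removed gave 1276, 865 higher and 411 lower.

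In Fig 3B, read by eye, the paper's log2 fold change is about 1.8 for Gpx1 and about 1.6 for Txn1. The values here were 2.16 and 1.95, further off than their standard errors (0.247 and 0.204). The legend of that panel sets pooled WT HSPCs against ING4-/- MPPs, while the paper's methods use all populations of each genotype. The panel may therefore show a different comparison from the fits here. With DESeq2's size factors they were 1.81 and 1.58, in DESeq2 1.83 and 1.60, in DESeq2 with the population as a block 1.84 and 1.60, at the minimum of 10 counts 1.66 and 1.44, over protein-coding genes 1.82 and 1.60, and without the WT LT-HSC library 1.93 and 1.78, all within the standard error of the paper's values. Without ST-HSCs Gpx1 was also within it (2.06), and without MPPs Txn1 was (1.85). The other alternatives set before the data were examined did not close the gap.

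The paper states that p53 and p21 expression did not change in MPPs. Here Trp53 had a log2 ratio of 0.86 and Cdkn1a of -2.39 in MPPs, and both were called over the 3 populations (1.04 and -1.40, edgeR, adjusted p = 0.00321 and 0.0340). Trp53 was not called with DESeq2's size factors (0.69), in DESeq2 (0.71), at the minimum of 10 counts (0.54) or over protein-coding genes (0.70), and Cdkn1a was not called with upper-quartile normalization (-0.80) or with the population as a block (-1.38). The paper places the mitotic spindle and UV response genes among those associated with downregulation. Here camera placed both lists above the other genes (adjusted p = 5.5e-04 and 0.0177), although their medians were -0.67 and -0.90. Both were lower in fry and at the minimum of 10 counts in every library. For the UV response list the direction was also down over protein-coding genes and in fgsea, but neither result passed the threshold. Over protein-coding genes its median was -1.23 against -1.28 for the other genes (camera, adjusted p = 0.759). The paper reports ribosome biogenesis as upregulated, and at the minimum of 10 counts the ribosome biogenesis list was not (0.13, adjusted p = 0.373), while the cytosolic ribosomal protein genes were (1.82).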

Other observations

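The tests in this part were chosen only after the results they measure had been seen, apart from those on gene length over all lists, contaminating blood cells, and other splits of the libraries. Among the 10 splits of the 6 libraries into 3 and 3, only the split by genotype gave as many calls (20041), 1 of 10, and the other 9 gave 0 calls at the same thresholds (14 to 184 genes at an unadjusted p under 0.05, against 21262 for the split by genotype). A share under 0.05 is out of reach with 10 splits, and of the 4 splits that part all 3 populations, 1 gave as many. Libraries of one genotype were more alike than libraries of different genotypes in every pair. The highest correlation between a WT and an ING4-/- library, over genes with at least 10 counts in every library, was 0.787, and the lowest within a genotype was 0.794. Because all WT libraries also share lower totals and background, a library preparation or sequencing batch that coincides with genotype cannot be told apart from the genotype for these genes.

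The higher oxidative phosphorylation, ribosomal protein and Myc target genes were weighed against the background and gene length. Log2 fold change fell with gene length among genes with at least 10 counts in every library (across genes, Spearman -0.511; medians of 0.74, 0.38, 0.098, -0.24 and -0.94 over 5 bins from the shortest to the longest genes), and less so after background subtraction (-0.328). Over genes, which are not independent replicates, log2 fold change also rose with GC content (Spearman 0.205). With the background subtracted, the oxidative phosphorylation genes kept a median of 1.06, which argues against background as the whole cause. With the minimum of 10 counts and the length trend removed, the oxidative phosphorylation list had 0.93 (camera, adjusted p = 1.1e-15), the cytosolic ribosomal proteins 1.45 (adjusted p = 1.6e-76) and the Myc targets 0.78 (adjusted p = 3.9e-13) against 0.28 for the other genes, which argues against length as the whole cause for these lists in the pooled comparison. Against random lists matched on expression and length, among genes with at least 10 counts in every library, the Myc targets lay at percentile 70.49 in LT-HSCs, 99.55 in ST-HSCs and 99.97 in MPPs, so for them length stays open in LT-HSCs. The spindle and UV response lists lost their adjusted p in that setting, so length is not excluded as part of the pattern. What stays open is a batch that coincides with genotype, and a higher level of these transcripts in ING4-/- cells as a hypothesis.

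For the ribosome biogenesis list the background may explain the rise, since its median was 0.026 with the background subtracted, although camera still placed it above the other genes (adjusted p = 3.0e-05), whose median was -0.96. Among genes with at least 10 counts in every library, it lay at percentile 0.38, 1.61 and 2.42 of random lists matched on expression and length in LT-HSCs, ST-HSCs and MPPs, the lower end, while the cytosolic ribosomal proteins lay at 100 in each.

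For the lower spindle genes, length is argued against as the whole cause. In the same comparison with random lists matched on expression and length the list lay at percentile 0.09 in LT-HSCs and 0 in ST-HSCs and MPPs. For the UV response list length cannot be told apart from the genotype. The percentiles were 1.25, 13.84 and 65.28 in LT-HSCs, ST-HSCs and MPPs, so the list lay below such random lists in 1 population and within them in the others, and its distance to the other genes was lost with the length trend removed (adjusted p = 0.410). The spindle and UV tests were set after the MPP values had been seen. The 18 genes of the Reactome mitotic spindle checkpoint set went the other way, with a median of 0.61.

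Rps3a2 and Rps3a3 took 0.754% to 1.11% of the summed counts of Rps3a1, Rps3a2 and Rps3a3 in the WT libraries and 62.7% to 65.4% in the ING4-/- libraries. Rps3a2 differs from the Rps3a1 transcript at 4 positions with an identical stretch of up to 317 bases, and Rps3a3 at 9 positions with one of up to 215 bases. The sum of the 3 genes had a log2 fold change of 1.67, below the cytosolic ribosomal protein median of 2.32, while Rps3a1 itself had 0.19. A candidate explanation is that reads of Rps3a1 were assigned to its copies in the ING4-/- libraries, which would point to different read lengths, alignment or counting between the genotypes. The 114 other processed ribosomal protein pseudogenes tested with at least 10 counts in every ING4-/- library had a median of 1.02. That minimum leaves out pseudogenes near the floor in ING4-/-, which can raise the median.

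Cdkn1c stood above 199 of 200 genes of nearest length and GC content (percentile 99.5, median 0.59 against its 2.71 at the minimum of 10 counts), which argues against a length or GC trend as the cause. Txn1 (percentile 82.5) and Gpx1 (percentile 91.5) stood above most of theirs, and Cdkn1a at percentile 2. The antisense overlap of Cdkn1c and its WT counts at the background level stay open.

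Mki67 was lower while the cycling list was not. With at least 10 counts in every library 22 of 28 cycling genes were higher (median 0.49), and with the background subtracted the median of the list was 0.30. In the pooled comparison this list of transcripts went against fewer cycling cells as the source of the drop in Mki67. The paper's Ki-67 and DAPI assay, which measures the cells directly, found a larger share of ING4-/- MPPs in G0. Fewer cycling cells therefore stay open. By population, at the minimum of 10 counts, the list had a median of -0.067 in LT-HSCs, 0.68 in ST-HSCs and 0.62 in MPPs. In LT-HSCs the list was thus not higher, and there it does not go against fewer cycling cells. In MPPs the cycling list lay at percentile 98.99 of random lists matched on expression and the dissociation stress list at percentile 0.09. In LT-HSCs these were 30.48 and 59.73, and in ST-HSCs 82.59 and 1.10.

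The ING4-/- libraries differed more from one another than the WT libraries (biological coefficient of variation 45.4% against 23.8% over 7389 genes with at least 100 counts). Few starting molecules might be a reason. Of genes with at least 50 counts in the other ING4-/- libraries, 5.34% were at the floor in ING4-/- LT-HSCs. For WT LT-HSCs the share was 2.48%. Counts were first thinned to equal depth and the background subtracted, and a gene with no counts left was also at the floor. In ST-HSCs (1.47% against 1.38%) and MPPs (0.900% against 0.668%) the shares were close. Few starting molecules therefore cannot be told apart from a larger difference between the ING4-/- populations.

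A shift of ING4-/- MPPs towards HSC-associated genes was looked for and not seen, with the list at percentile 2.91 of the random lists and at 23.23 with the background subtracted. With 1 MPP library per genotype this excludes nothing about the genotype.

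Contaminating mature blood cells are argued against as the cause of most differences. The most abundant hemoglobin transcript looked at, Hba-a1, reached a CPM of 57.3 at most (ING4-/- ST-HSCs). Igkc had 0 counts in every library, also in WT, where background gave at least 84.8% of the receptor genes a count. Igkc may not have been countable, so its absence says nothing about B cells. Other blood cell transcripts were higher in ING4-/-, among them Cd74 in LT-HSCs (a CPM of 219.3 against 35.91), Nkg7 in ST-HSCs (267 against 48.55) and Prtn3 in MPPs (345.1 against 140.5), and a change in such cells stays open. Cd79a and Cd3e had 0 counts in each ING4-/- library. S100a8, a granulocyte transcript, reached a CPM of 46.81 at most (ING4-/- LT-HSCs). The median log2 fold changes of the lists were 0.69 for erythroid, -1.10 for granulocyte, -9.93 for B cell and -7.94 for T and NK cell genes, the latter 2 mostly at the floor in ING4-/- (9 of 14 and 7 of 10 genes) and -6.33 and -4.76 with those genes at the fold their counts allow. At the minimum of 10 counts, 6, 4, 2 and 2 of these genes remained, with medians of 0.63, 0.75, 1.17 and 0.32, and with the background subtracted the medians were 0.74 (11 genes), 0.68 (10 genes), -9.62 (11 genes) and -1.11 (5 genes). The lower granulocyte median was thus gone after subtraction, while the B cell and the T and NK cell medians stayed lower, and their cause stays open.

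The sort markers were present as sorted for Kit, with a log2 fold change of 0.48 (edgeR, adjusted p = 0.206), and Ly6a was higher in ING4-/- (2.14, adjusted p = 0.0205). Cd34 had 1.28 (adjusted p = 0.202), and with the population as a block it was called (1.40, adjusted p = 0.0178). Without the block, Cd48 had 1.45 (adjusted p = 0.530), Slamf1 -0.56 (adjusted p = 0.611) and Tsix -0.99 (adjusted p = 0.193). The call of Ly6a was lost in 3 of the 6 fits that each left out 1 library, where it ranged from 1.30 to 2.59.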
